A study of Mus musculus with 18 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

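Tail DNA of a sire, a dam and 7 progeny of 1 non-irradiated C57BL/6J/Nrs family was compared by the authors with the DNA of 1 reference male in dye-swap hybridisations, giving 18 arrays of a custom design with 1 array per slide. This was the first screening of the study. The second array screening and the quantitative PCR were not analysed here. Groups came from the labels, which name the sire, the dam and the numbered progeny.

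Per the file headers, the authors extracted the images with Feature Extraction 10.7.1.1. The deposited spot intensities were processed signals, background-subtracted and dye-normalised with a linear factor per channel and no lowess step, and the deposited log10 ratio of Cy5 over Cy3 is made from them. Median signal and local background intensities were deposited as well. The authors' value table holds log2 ratios of the same arrays. Set against the scanner values it was found to run as reference over mouse in every column, with column medians between -0.02 and 0.02 and no further centring; 1889 spots present in the scanner files are not in it, and between 28 and 1030 of its values per array differ from the scanner values by more than 0.001. Of the 61 probes of the chromosome 14 region from 26710837, the table holds 2.

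Probe positions in the files are on mm9. The reference annotation used here was on GRCm38, and probes of the arrays lay beyond its chromosome ends, so no coordinates were converted and no genes were assigned to probes. The tests of gene lists and the naming of genes fixed beforehand were therefore not run, and regions are named by position.

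Log2 ratios were computed from the processed signals, replicate spots of a probe were averaged, arrays with the mouse in Cy3 were turned in sign, and each array was centred on the median of its autosomal probes. Control spots and 36 spots on unplaced sequence were left out. Saturated spots numbered 0. Between 74.9% and 99.6% of probes were well above background in the green channel and between 96.7% and 99.8% in the red channel. After turning, arrays of different mice with the same dye orientation correlated at 0.12 to 0.41 over probes, and arrays of opposite orientation at -0.41 to -0.02, a dye effect that cancels in the swap average.

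Positive probes followed the thresholds of the study, 0.8 on both arrays or 0.5 on both arrays at 2 adjacent probes, with the same sign required. A pup's call was a de novo candidate where neither parent was called with that sign. A pup carried a parental region when at least 0.5 of its probes passed 0.5 in the swap average. The level of carrying was taken from all windows of as many adjacent probes on a chromosome and from the 10000 of these nearest in mean signal, both chosen after seeing the data. Differences were tested with limma 3.58.1 in R 4.3.3: treat with a threshold of 0.5 on the swap averages for the whole family, a moderated F test on the 18 arrays with a dye intercept for differences among mice, and progeny minus parents on the swap averages, each with Benjamini-Hochberg adjustment at 0.05. Counts were compared with an exact permutation test and transmission with an exact binomial test. The remaining steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

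The named items were fixed before the data were examined: the 10 Type L regions with most probes, the 8 Type S probes with the largest smaller size on the 2 arrays, up to 12 regions positive in all mice and the 10 regions with most probes called in exactly 1 parent, with ties in genome order. The probes passing the limma tests and the regions of the running median were named after their values were seen, and the regions' alternatives were chosen after seeing the data. The running median took windows of 9 and 31 probes of the swap average and a limit of 6 standard errors, hits within 40 probes were joined, and the probe order was shuffled 5 times as the control.

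The calling rule was tested on simulated data made by adding losses of -1 or gains of 0.58 to the real values in shuffled probe order, 200 regions per mouse among 950622 probes. Over the 9 mice, a median of 57% of losses of 1 probe were called, 84.5% of those of 2 probes as Type L and 98% of those of 4 probes. For gains of 8 probes the median was 50.5%, and for gains of 2 probes 12%. The limma fits were tested on 950622 simulated probes with 200 changed, in normally distributed noise of 1 spread per mouse or array. Spread that differs between probes and dye effects of probes were not simulated. The shares recovered here therefore need not hold for the real arrays. A change of -1 was recovered for 100% of probes in the whole family. For progeny minus parents the share was 99.5% when all 7 progeny carried it, and among mice it was 95% when 5 mice carried it. For -0.6 the shares were 0%, 41% and 7%, in that order. Longer gains were not simulated.

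The alternatives were stricter thresholds of 1.0 and 0.6, the swap average in place of both arrays, normexp with an offset of 50 on the median signals and background, the authors' value table, probes without any quality flag (not saturated, well above background and no outlier) on the 18 arrays, no centring, subtraction of the running median of 500 neighbours, no sign requirement, parents under 0.4, 4 or more adjacent probes, 1 gap probe allowed, a treat threshold of 0.8, an F test with a range of at least 0.5, scan date as a block, and leaving out each pup in turn. The arrays fell into 5 scan dates, with the parents on 1 of them and 1 or 2 pups on each of the others. Scan date was a random block for progeny minus parents (consensus correlation -0.07 over 20000 probes), and was handled for the F test by contrasts within dates.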

Results

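Genomic DNA from the tails of 1 non-irradiated mouse family was hybridised to custom oligonucleotide arrays for comparative genomic hybridisation, in which a test DNA and a reference DNA carry different dyes and the log2 ratio of their signals reports relative copy number. The family comprised a sire, a dam and 7 progeny. Each of the 9 mice was compared with the DNA of 1 reference male on 2 arrays with the dyes swapped, giving 18 arrays. The arrays carried 950622 autosomal probes with a median spacing of 2053 bp, and 68 X and 23 Y probes. All ratios below are mouse over reference, and all positions are on mm9. The 2 arrays of a mouse are technical repeats of the same DNA, so n is 9 mice of 1 family, and the number of arrays limits the precision. The derivative log ratio SD, the scanner software's measure of array noise, ranged from 0.244 to 0.352.

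The X and Y probes were examined first, because they check the labels of the parents. The median X ratio was -0.02 ± 0.06 (SD over 2 arrays) in the sire and 0.91 ± 0.01 in the dam. The median Y ratio was -0.03 ± 0.02 in the sire and -2.81 ± 0.82 in the dam. These values match a male and a female against a male reference. The progeny carry no sex label and are given as values. Progeny 1, 2, 3 and 4 had X medians of -0.03, 0.01, 0.03 and 0.02, and Y medians between -0.03 and 0.00. Progeny 5, 6 and 7 had X medians of 0.93, 0.89 and 0.998, and Y medians of -2.01, -2.49 and -2.79. On both sets of probes progeny 5, 6 and 7 were thus like the dam, and progeny 1, 2, 3 and 4 like the sire.

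A region on chromosome 4, from 101107131 to 101290950, was higher than the reference in the dam and in progeny 3, 4, 5 and 6. The rise itself ran from the probe at 101110482 to that at 101270480. The dam had -0.12 at 101107131 and 0.07 at 101274108, so the region's means include flanking probes. The mean log2 ratio over its 83 probes was 0.52 ± 0.02 (SE over probes) in the dam, and 0.52, 0.49, 0.46 and 0.49 in those 4 progeny. The means in the sire and in progeny 1, 2 and 7 were -0.02, -0.0020, 0.02 and 0.02. The gain was thus present in 1 parent and in 4 of 7 pups (exact binomial p = 1, two-sided, against an equal chance of receiving it). A smaller difference was seen in the dam and 3 pups on chromosome 14 from 26710837 to 27117210. Its mean over 61 probes was -0.18 ± 0.01 in the dam, -0.20 in progeny 2, -0.17 in progeny 5 and -0.19 in progeny 7, against 0.01 in the sire and -0.02, -0.06, 0.0031 and -0.0061 in progeny 1, 3, 4 and 6. The authors' table of ratios holds 2 of these 61 probes, over which the dam's mean was 0.11. These regions were delimited with a running median along the chromosomes, a procedure chosen after seeing the data. It found 22 regions, of which 7 were in 2 or more mice; in 5 shuffles of the probe order at most 7 regions were found, and 0 were in 2 or more mice. Among the 674048 probes without a quality flag on any array it found 5 regions, each in 2 or more mice.

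**Figure D1:**
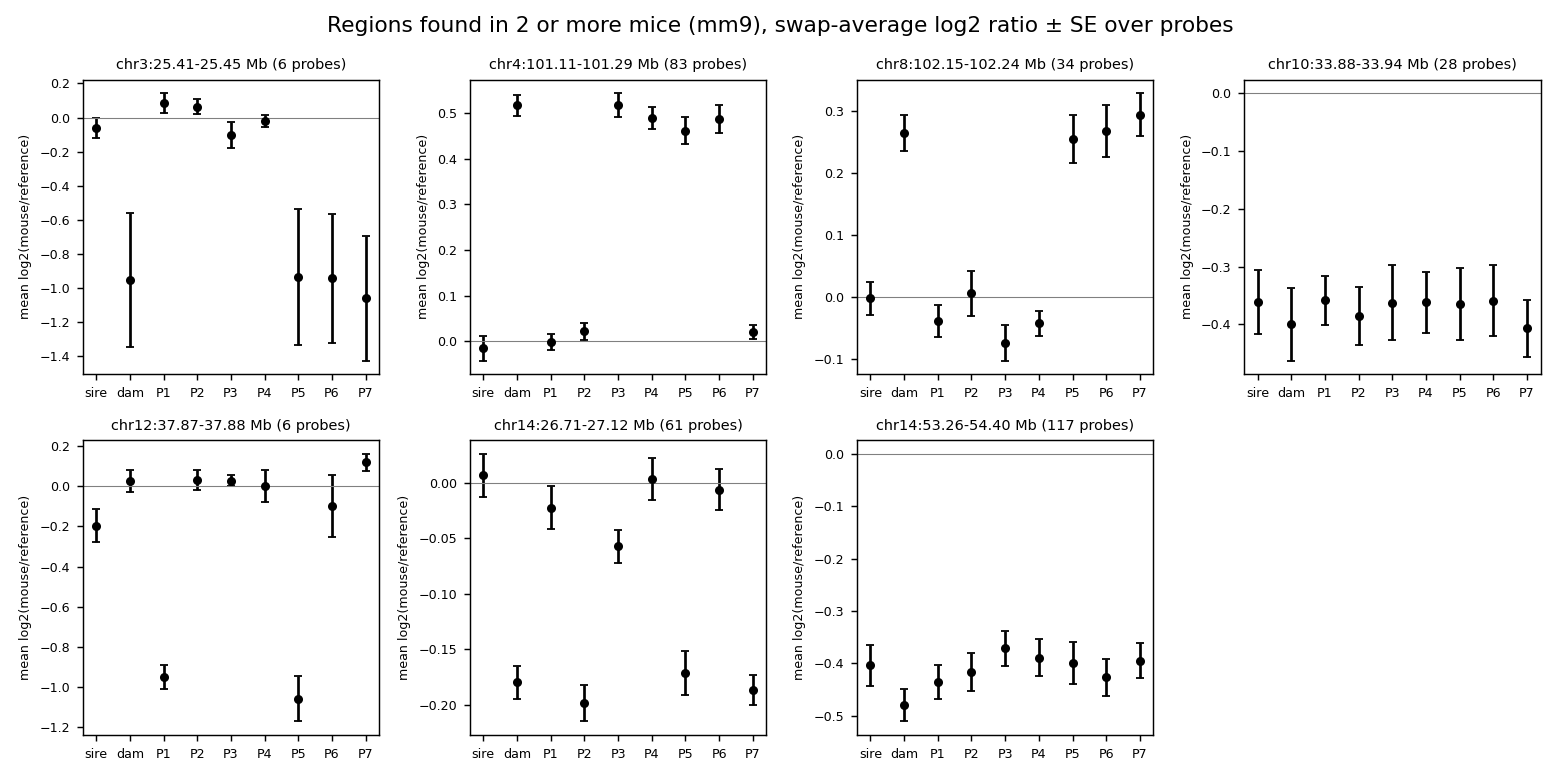
Mean log2 ratio of mouse over reference in the 7 regions found in 2 or more mice, for the sire, the dam and progeny 1 to 7 (P1 to P7). Points are means over the probes of a region and bars are SE over probes; the chromosome 4 gain is seen in the dam at 0.52 and in progeny 3 to 6 between 0.46 and 0.52, with the other 4 mice near 0.

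Differences shared by the whole family against the reference were sought next. A region on chromosome 14, from 53259794 to 54398209, was lower than the reference in all 9 mice, with means over 117 probes between -0.48 and -0.37. A region on chromosome 10, from 33880607 to 33943850, was also lower in all 9 mice, with means over 28 probes between -0.41 and -0.36. Probe by probe, 4 probes differed from the reference by more than 0.5 in the whole family (limma treat, Benjamini-Hochberg adjusted p between 0.0212 and 0.0452), and all 4 were losses in the chromosome 14 region, at 53641440, 53714075, 53718830 and 53759005. Their means over the 9 mice were -0.95 ± 0.14 (SD, n = 9), -0.90 ± 0.09, -0.96 ± 0.12 and -0.99 ± 0.13. In the same test, 62 probes had an unadjusted p under 0.05. The reference was 1 animal, so its own variation is not in the test. By the study's calling rule, 2 adjacent probes were positive in all 9 mice, both in this region (53718830 to 53759064). The count of 4 probes in the limma test fell to 1 without progeny 5 and to 0 when any other pup was left out. It was also 0 with normexp background correction (limma, 30 probes at an unadjusted p under 0.05) and 0 with the running median of 500 neighbours subtracted (35 probes).

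Copy number that differed among the mice was tested with a moderated F test on the 18 arrays. Of 950622 probes, 10 passed (limma, adjusted p from 1.64e-06 to 0.0477). The error in this test is the technical spread between dye-swapped arrays. All 10 had low ratios, lowest in the dam and progeny 5, 6 and 7, the 4 mice with a Y median under -1. Each had a pup below -1.3, while the lowest value of the sire was -0.34. Low ratios that follow these 4 mice are not taken here as autosomal losses. The lowest values were on chromosome 6 at 104241394, with -4.16 in the dam and -4.14, -4.33 and -4.14 in progeny 5, 6 and 7, against -0.19 in the sire. The probe on chromosome 3 at 132549431 had -3.10 in the dam and -0.13 in the sire, and that on chromosome 9 at 35857910 had -2.94 and -0.05. The other 7 probes lay on chromosomes 3 (25417435 and 25420976), 5 (123598779), 9 (4511804), 11 (59716785 and 112961382) and 16 (40851536). With contrasts between mice of the same scan date only, 3 probes passed. Among these contrasts only that of the dam with the sire sets a low mouse against another mouse. The lower count therefore cannot be put down to scan date. The probes of these tests were named after their values were seen.

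The 3 adjacent probes on chromosome 3 from 25417435 to 25432738 were called as a loss in the dam only among the parents. Their mean was -1.77 in the dam, -1.78, -1.69 and -1.79 in progeny 5, 6 and 7, and between -0.07 and 0.02 in the other 5 mice. On chromosome 8, from 102148548 to 102244157, the same 4 mice were higher than the reference, with means over 34 probes of 0.27 ± 0.03 (SE over probes) in the dam and 0.26, 0.27 and 0.29 in progeny 5, 6 and 7. The sire had -0.0021 there, and progeny 1, 2, 3 and 4 had -0.04, 0.0060, -0.07 and -0.04.

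The comparison of offspring with parents asks whether the pups carry changes that neither parent has. For the litter as a group, 0 probes differed between the 7 progeny and the 2 parents (limma, adjusted p under 0.05; smallest adjusted p 0.252), and 43139 of 950622 probes had an unadjusted p under 0.05. With the scan date as a random block the count was also 0, and 51468 probes had an unadjusted p under 0.05. The parents were scanned together and apart from the progeny, so scan date and generation cannot be told apart for a difference of the parents from the pups.

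The study's rule calls a probe positive when both arrays exceed 0.8 in size, or when 2 adjacent probes exceed 0.5 on both arrays. Here both arrays were also required to have the same sign. The sire had 685 positive autosomal probes, the dam 303, and progeny 1 to 7 had 638, 348, 471, 879, 1913, 1791 and 204. Losses were 77.2% of the calls in the sire, 46.9% in the dam and between 57.8% and 87.4% in the progeny. The mean was 892 ± 691 (SD, n = 7) in progeny and 494 ± 270 (n = 2) in parents, a difference of 398 that was within the spread between mice (exact permutation test, two-sided, p = 0.583; 36 splits, smallest possible p 0.0278). Without progeny 5 and 6, the mice with the noisiest arrays, the difference was 14 (exact permutation p = 1); this choice was made after seeing the data. Among probes without a quality flag the difference was -3.64 (exact permutation p = 0.778), so no direction was shown under either setting.

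**Figure D2:**
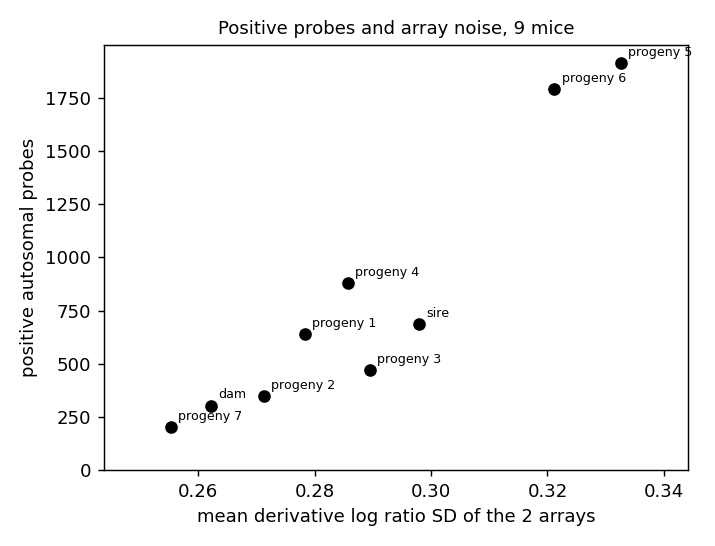
Positive autosomal probes (y axis) against the mean derivative log ratio SD of the 2 arrays (x axis) of each of the 9 mice. Progeny 5 and 6 have the highest noise and the highest counts, 1913 and 1791, and progeny 7 the lowest of both, with 204.

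Of 6516 probes positive in at least 1 mouse, 5957 were positive in a single mouse. Probes that passed on both arrays with opposite signs, which no copy number can give, numbered between 684 and 4386 per mouse. The number of positive probes rose with array noise over the 9 mice (Pearson r = 0.94, exact permutation p = 0.000427; Spearman rho = 0.92, exact permutation p = 0.00131; 1 relation computed). Without progeny 5 and 6, the mice farthest from the median noise, r was 0.78 (exact permutation p = 0.0438). No scan date held over 2 mice, so the relation was not computed within dates. The permutation takes the mice as exchangeable, although most were scanned in pairs, progeny 5 and 6 among them. In the pairs of sire and dam, progeny 1 and 2, and progeny 5 and 6, the noisier mouse had more positive probes. Progeny 3 was noisier than progeny 4 and had fewer, 471 against 879. Noise and count also come from the same arrays. Among the 674048 probes without a quality flag on the 18 arrays, the counts were 30 in the sire, 49 in the dam and between 15 and 72 in the progeny.

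Candidates for de novo change were regions of 2 or more adjacent positive probes (Type L) or single positive probes (Type S) called in a pup and in neither parent. There were 207 Type L candidates, 175 losses and 32 gains, and 5544 Type S candidates, 4198 losses and 1346 gains. Of the 207, 10 lay in the chromosome 4 region raised in the dam. There were 5 in the chromosome 10 region and 11 in the chromosome 14 region from 53259794, which were low in both parents. In these 3 regions a parent differed from the reference male without being called at those probes. Whether the family or the reference male carries the change on chromosomes 10 and 14 was not tested. Another 2 lay in the chromosome 12 region described below, and 179 lay outside the 7 regions found in 2 or more mice. Progeny 5 and 6 held 84 and 69 of the Type L candidates, and progeny 7 held 1, on chromosome 10 at 33901043, inside the region low in all 9 mice. Shuffling the probe order of each mouse, which leaves adjacency to chance, gave a mean of 186 Type L candidates (158 to 209 over 20 shuffles), so the observed total was within the range of the shuffles. The parents were shuffled apart from the pups. Calls shared by a pup and a parent were thus not removed as they were in the real order, and the totals are not fully alike. Pup by pup, progeny 3 had 14 candidates, above its highest shuffle of 13, and the other pups lay within their ranges. The 3 gains of progeny 3 all lay in the chromosome 4 region raised in the dam. Its loss at 33919877 lay in the chromosome 10 region low in both parents. The excess in progeny 3 is therefore not shown to come from changes that the parents lack. Of the 207, 203 had 2 probes, 2 had 3 and 2 had 4. Among probes without a quality flag there were 22 Type L candidates. Of these, 7 lay in the chromosome 4 region, 3 in the chromosome 10 region and 9 in the chromosome 14 region, and 3 were elsewhere, all in progeny 6. The filter is not independent of the calls, since a loss lowers the signal on which the flags rest, so it can also take out probes of a loss in a single pup.

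The 2 candidates with 4 probes were the same region, on chromosome 12 from 37868806 to 37874335, in progeny 1 and progeny 5. Over these probes the mean was -0.93 in progeny 1 and -1.08 in progeny 5, -0.24 in the sire and 0.07 in the dam, and between -0.10 and 0.09 in the other 5 pups. The running median placed the region from 37868806 to 37881339, with 6 probes and means of -0.95 ± 0.06 (SE over probes) and -1.06 ± 0.11. All 6 probes carried a quality flag on an array of progeny 1 or 5, and 0 carried one on the sire's arrays. With normexp background correction the means were -0.42 in progeny 1 and -0.25 in progeny 5. The same setting lowered the X median of progeny 5 from 0.93 to 0.24. The smaller mean of that pup therefore does not by itself speak against its loss. The 2 candidates with 3 probes were a loss in progeny 4 on chromosome 5 from 55831416 to 55836440, with a mean of -0.71 in that pup and 0.68 in progeny 2, and a loss in progeny 4 on chromosome 10 from 33925539 to 33932082, inside the region low in all mice. The other 6 named candidates, each with 2 probes, all lay on chromosome 1. They were losses in progeny 6 at 3244320, 15040903 and 60741785, in progeny 4 at 39840207 and in progeny 5 at 44042632, and a gain in progeny 2 at 13454385. Their means were -0.85, -0.61, -0.72, -0.68, -0.85 and 0.81, in that order.

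**Figure D3:**
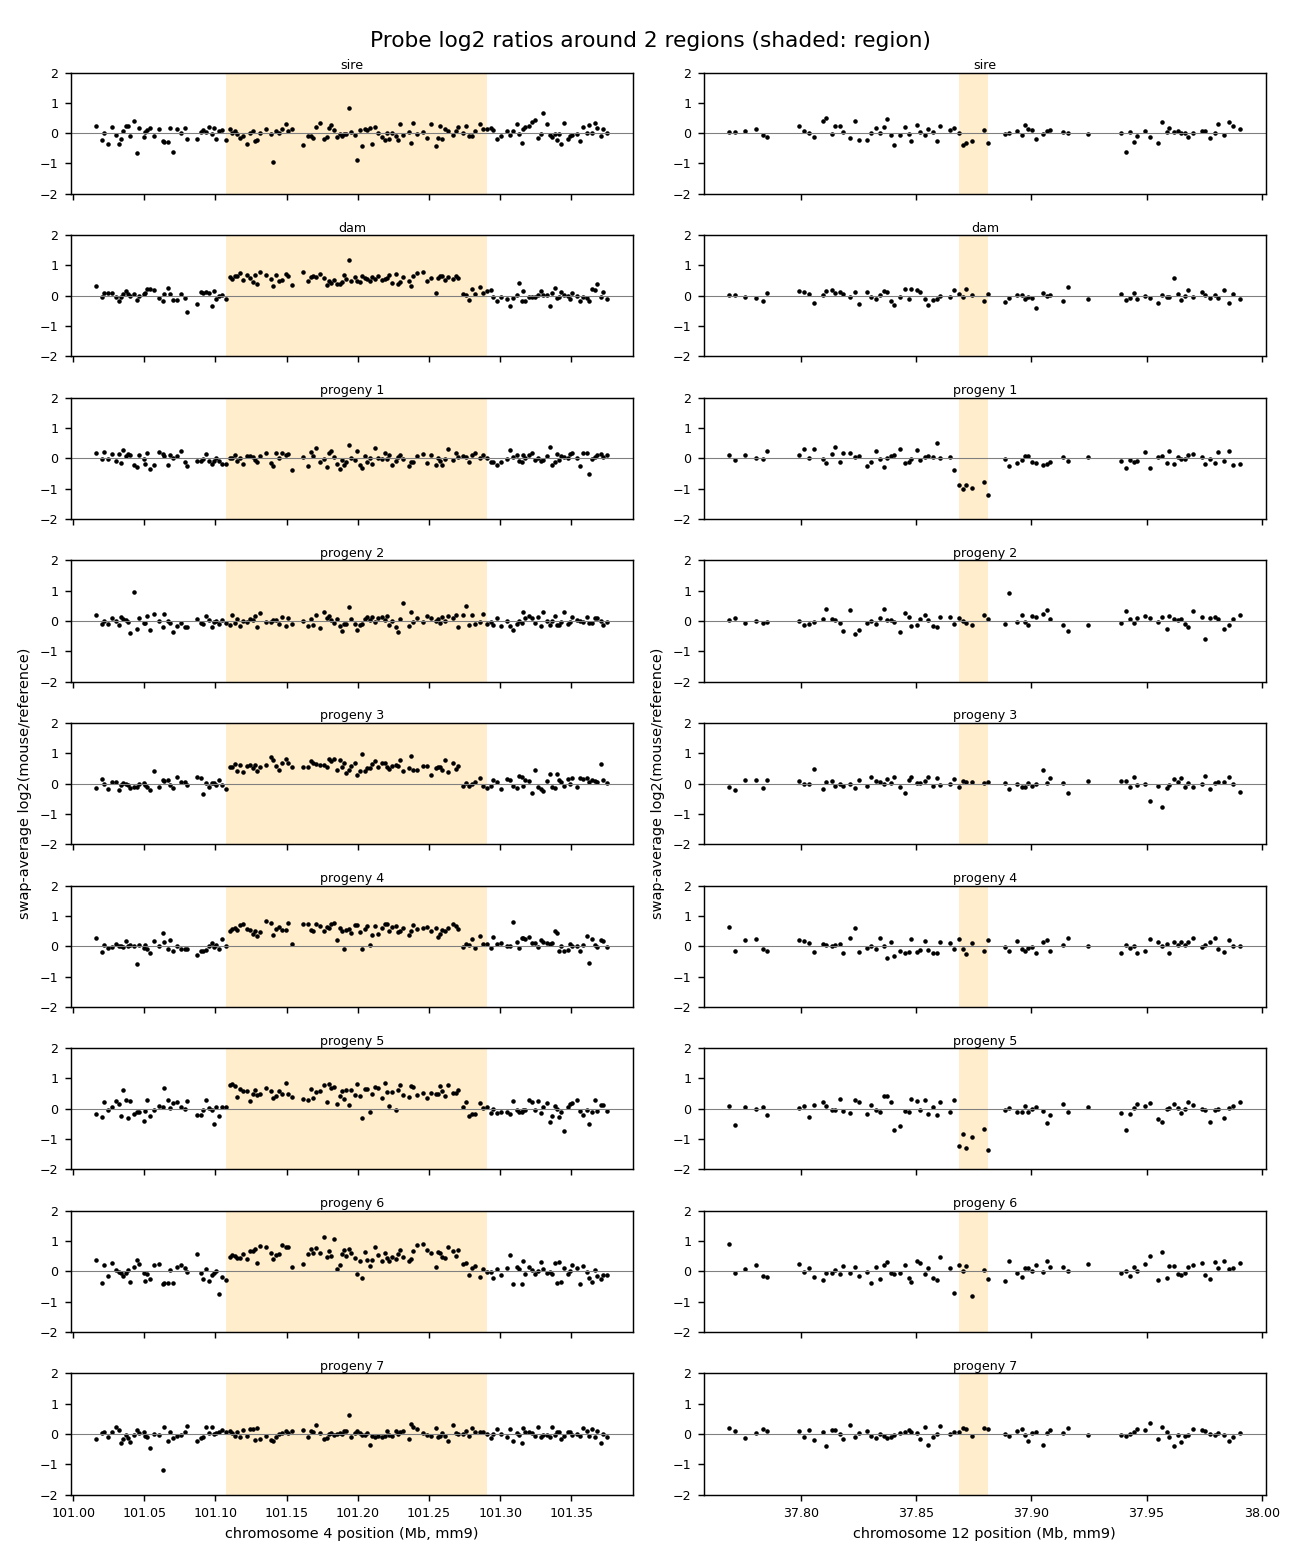
Swap-averaged log2 ratio of mouse over reference (y axis) of each probe against position (x axis, Mb on mm9) around the chromosome 4 gain (left) and the chromosome 12 loss (right), with 1 row per mouse, 40 flanking probes on each side and the region shaded. The dam and progeny 3 to 6 are raised over the chromosome 4 region, and progeny 1 and 5 are lowered over the chromosome 12 region.

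The single probes with the strongest calls were 7 losses and 1 gain. The first, on chromosome 14 at 117750965, had -2.23 in progeny 2, but also -1.05 in the sire and -1.62 in the dam, so neither parent was at 0 there although neither was called. The next, on chromosome 14 at 9219316, had -2.18 in progeny 5, with -0.17 in the sire and 0.40 in the dam. The others are given with the values of the sire and the dam. They were on chromosome 2 at 4824959 (progeny 6, -2.04; 0.32 and 0.14), 15 at 77370705 (progeny 2, -1.98; -0.30 and 0.49) and 1 at 137797625 (progeny 6, 1.88; 0.54 and -0.0035). The last 3 were on chromosome 12 at 6756025 (progeny 4, -2.03; -0.26 and -0.04), 16 at 29498320 (progeny 4, -2.05; -0.63 and 0.50) and 11 at 80758787 (progeny 5, -1.87; -0.61 and 0.96). The last of these probes also had -1.43 in progeny 4, so some of these probes were far from 0 in mice that were not called. As the level without inheritance, the sire had 539 single probes called with that sign in no other mouse and the dam 210, against 142 to 1592 in the pups.

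Regions called in exactly 1 parent numbered 38, and 33 of them had at least 1 pup in which the average of the dye-swap arrays passed the lower threshold at a share of at least 0.5 of the probes. At windows of as many adjacent probes over the genome 4.80 would be carried, and 13.7 at the 10000 windows nearest in signal, a comparison chosen after seeing the data. Outside the 7 regions found in 2 or more mice, 17 of 22 were carried, against 12.2 at windows nearest in signal. The count of 38 became 8 with stricter thresholds, 5 with normexp and 0 with 4 or more adjacent probes. It was 14 among probes without a quality flag, of which 7 lay in the chromosome 4 region, 2 in the chromosome 10 region and 4 in the chromosome 14 region from 53259794, and 1 was the chromosome 3 loss. With 7 pups the smallest p of the exact binomial test is 0.0156, which 9 of the 38 regions reached, 5 carried by no pup and 4 by all 7 pups. The 4 lay in the chromosome 10 and 14 regions low in all 9 mice. Adjusted over the 38 regions this p was 0.0660, so the number of pups limits this test and equal transmission was not shown. The 6 regions with 3 probes were all called in the dam. They were the chromosome 3 loss, low in progeny 5, 6 and 7, 2 parts of the chromosome 14 region that start at 53619195 and 54122647 and were also low in 5 and 6 pups, and 3 parts of the chromosome 4 gain that start at 101113453, 101146813 and 101238548 and were carried by 3, 4 and 3 pups. In the 2 parts on chromosome 14 the sire was low as well, at -0.56 and -0.58 against -0.66 and -0.85 in the dam, so these counts do not measure transmission from 1 parent. The count of 3 pups for the chromosome 3 loss is not taken as transmission either, since these are the 3 pups with Y medians of -2.01, -2.49 and -2.79 and the level in progeny 7 was -1.79. The 4 other named regions, with 2 probes each, lay on chromosome 1. They were losses in the sire at 105326981 and 146165767, a gain in the sire at 161961330 and a loss in the dam at 191874439, carried by 1, 0, 0 and 2 pups.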

Values the study reported

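The study reported that 7.1% of the non-irradiated F1 mice, 11 of 156, carried a de novo deletion, against 20.4%, 29 of 142, of the F1 mice of irradiated sires. For Type L deletions the shares were 5.1%, 8 of 156, and 15.5%, 22 of 142. These shares count mice whose deletions also passed a second array screening and quantitative PCR. The candidates given here come from the first screening only, so the numbers cannot be compared. The study's lists of changes that passed both steps name no mouse of a family M, the letter in this family's labels. If the labels correspond, no candidate of these pups, the chromosome 12 loss included, is among those changes.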

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

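No result stood apart by the criterion used for a sample far from the others. In 20 measures compared over the 7 pups (counts, noise, X and Y medians and the levels of the shared regions), 0 had a pup whose gap to its nearest neighbour exceeded Dixon's limit. This limit cannot flag pups that lie far out side by side, nor measures that split the pups into groups, such as the X and Y medians. Progeny 5 and 6 had 1913 and 1791 positive probes, against 879 in progeny 4, and were not flagged.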

How the results depend on the processing

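The gene list tests were not run, as no annotation on the arrays' build was used. The settings without progeny 5 and 6, the running-median regions and their levels were chosen after seeing the data; the other alternatives were fixed beforehand. Apart from the region levels, 55 of 97 values kept their direction and their side of the threshold, or stayed within 1.5-fold of the count; 40 moved and 2 reversed.

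No centring and the authors' value table moved none of these. The progeny minus parents count (limma) was 0 under every alternative run, with 32360 to 57257 probes at an unadjusted p under 0.05. The count of probes differing among mice was 7 to 10 when 1 pup was left out, and 3 with scan date as a block.

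With stricter thresholds the median count of positive probes was 203, Type L candidates 66, Type S 1816 and parental regions 8. With the swap average they were 3828, 2860, 32701 and 371, with 12 probes positive in all mice. With normexp they were 10, 10, 17 and 5, with 0 probes in all mice, and the excess of progeny over parents became -2.93 (exact permutation p = 0.667). Without probes that carry a quality flag they were 30, 22, 85 and 14, the excess became -3.64 (exact permutation p = 0.778), and the running median found 5 regions; a loss can itself bring such a flag, as all 6 probes on chromosome 12 had one in progeny 1 or 5 and 0 in the sire. The cause was not tested. Without the sign requirement the median was 2921. With both parents under 0.4, Type L candidates were 87 and Type S 3034. With 4 or more adjacent probes there were 2 Type L candidates and 0 parental regions. Without progeny 5 and 6 there were 54 and 2260 candidates.

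The 4 probes differing from the reference in the whole family became 0 at a threshold of 0.8 (9 at unadjusted p under 0.05), 0 with normexp (30) and 0 with the running median of 500 neighbours subtracted (35). Leaving out 1 pup gave 0 to 1 (52 to 60), with the 1 without progeny 5. The dam's X median was 0.53 with normexp and 0.95 over probes clean in the reference, and the dam's Y median was -0.29 with normexp. In the main setting these medians were 0.91 and -2.81. Normexp thus shrank the ratios of the X and Y probes as well, so lower counts under it need not mean that calls were false.

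Of 88 region levels, 58 stayed within their spread, 27 moved and 3 reversed, all 3 on chromosome 14 from 26710837 in the authors' table, which holds 2 of its 61 probes (dam 0.11, progeny 2 0.0011, progeny 7 0.021). Signal over background limits single probes: between 74.9% and 99.6% were well above background in the green channel.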

Other observations

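All tests in this part were chosen after the result was seen.

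The counts of positive probes ranged from 204 to 1913 per mouse. Array noise may account for much of this range, since the count rose with it (r = 0.94 over 9 mice, 0.78 without progeny 5 and 6, exact permutation p = 0.0438). Parents and progeny were scanned on different dates, so a difference between generations cannot be told apart from one between dates.

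The loss on chromosome 12 from 37868806 was called in progeny 1 and 5, and the sire had -0.20 ± 0.08 (SE over 6 probes). Both dye orientations were low in the sire, the higher at -0.14. This argues against a dye effect only if the sire's level is not probe noise. A mix of progeny 5 DNA into the sire's would raise the sire's X median to 0.29, and it was -0.024 ± 0.06 (SD over 2 arrays). Probe noise stays open, as 1.65% of windows of 6 adjacent probes in the sire were as low. A mix of progeny 1 DNA also stays open, because in the 1 other region of progeny 1 that the sire lacks the sire had 0.0042 ± 0.03 (SE), with -0.04 needed, and a loss carried by part of the sire's cells was not tested.

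The loss of 3 probes on chromosome 3 was seen in the dam and in progeny 5, 6 and 7. An autosomal loss of the dam in pups with an intact copy from the sire would not go below about -1.3, and progeny 7 had -1.79 ± 0.35 (SE over 3 probes). All 10 probes that differed among the mice were lowest in the same 4 mice, which are those with a Y median under -1. These probes lay on 6 chromosomes, and each had a pup below -1.3, although the spread at single probes was not tested against that bound. Sequence shared with the Y chromosome had no independent test, since these mice were known when the loss was described and probe sequences were not used here. A loss with 1 copy in both the sire and the reference male was not tested either and would also give these values at a single site, and the chromosome 8 region, higher in the same 4 mice (0.26 to 0.29, with X medians of 0.89 to 0.998), is a separate difference whose source was not tested.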
